A study of Homo sapiens with 40 samples.

How the data were processed

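The series holds 40 libraries of H9 human embryonic stem cells and neural progenitor cells derived from them. Per the labels' protocols, cells were fractionated by the number of ribosomes on the RNA (Frac-seq), the libraries were polyadenylated-RNA, strand-specific libraries with 15 PCR cycles (17 for monosomes), and the long-read libraries were made with R2C2, which reads circularised cDNA several times over. The values used were positions, in nt, of the first and last base of each transcript, exon and coding region in the authors' deposited set of transcript models, which is labelled as long-read and names PacBio as source on each line; which libraries entered it is not stated there. The submitters' processing notes name STAR 2.7.8a and Salmon 1.9.0 without a role. The tool that built the models, the coding-region caller, the filters, the annotation and the genome build are not given in the sources used here, and coordinates are printed as deposited, counted from 1.

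The models carry no count, abundance or value per library. Libraries were grouped by cell type, read type and fraction from the labels, but no comparison between those groups was made, and the tests of differential expression planned for counts per library were not run. Depth is unknown, so how completely a gene's isoforms were sampled cannot be stated. Wilson intervals (95%) describe the counting error of shares of genes, exons or models only. Genes and exons are the units of every test, they are not replicates, and the tests describe this 1 catalogue. Such a catalogue also depends on read length and on the abundance of each mRNA: models longer than 5877 nt were not found, which leaves long mRNAs out or cut short, and 517 coding regions ended within 2 nt of the last base of the model.

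Gene identifiers were matched to a table of gene symbols, which took 9371 of 9460; 42 more matched 1 synonym in RefSeq's table (assembly GRCh38.p14), and 47 matched neither. RefSeq's table was used for names and gene types only. As a check of placement, 19239 of 19289 models (99.7%) with a symbol in that table overlapped the gene's span there. Identifiers that join 2 names (43) were kept as deposited. Codon counts include the last codon of the deposited coding region. All 17247 coding regions were divisible by 3.

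Introns were taken as the gaps between exons. Within each gene, chromosome and strand, a cassette exon was an internal exon of 1 model whose flanking splice sites were joined directly in another. Alternative splice sites shared the other end of the intron, a retained intron lay inside an exon of another model, and first or last exons were alternative when they did not overlap. Constitutive exons were internal exons present in each model that spans them, in genes with at least 2 models. Cassette and constitutive exons were compared by Fisher's exact test (divisible by 3, microexons of at most 27 nt) and by a permutation test of the difference in medians (100000 resamples), with 2000 bootstrap resamples for its interval. A coding model was called a candidate for nonsense-mediated decay when its coding region ended more than 50 nt upstream of the last junction. Differences in 3' untranslated region were counted from 100 nt between models with 1 stop position, leaving out models with fewer than 3 nt there.

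Before the data were examined, 19 gene lists (497 entries) were fixed: pluripotency, neural progenitor, neuron, glia, neural crest, mesoderm and endoderm, fibroblast, SMAD signalling, ribosomal proteins, translation factors, SR proteins, hnRNPs, neural splicing regulators, nonsense-mediated decay and exon junction complex, cleavage and polyadenylation, translational regulators, BAF subunits, cytoskeleton and glycolysis, and replication-dependent histones. Presence of at least 1 model was compared with all other RefSeq protein-coding genes by Fisher's exact test. The mean number of models per gene was compared with 10000 random lists drawn from genes with a model, matched on the quintile of the largest exon number; the smallest two-sided p these can give is 0.0002. Adjusted p-values are Benjamini-Hochberg values over the 19 lists, with a threshold of 0.05. The list comparison of decay candidates matched random lists on the number of coding models instead, up to a bin of 5 or more.

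Genes were named by a rule fixed before the data were examined: per list the gene with the most models (up to 4 in the lists of pluripotency, neural progenitor, SR proteins, neural splicing regulators, decay and exon junction, and translational regulators), the 10 genes with the most models, the 10 with the most decay candidates beside another coding model, the 10 with the largest difference in 3' untranslated region, and the 10 with the shortest cassette microexon, ties by symbol. Some genes that meet this rule are not reported here. Other genes are named as members of a list or as examples of an outcome and were chosen after their values were seen. The rule's last part, spliced loci outside annotated genes, needs an annotation and was not run. Without a genome or annotation, structural categories, the comparison of annotated and unannotated models for decay candidates, and the test of polyadenylation signals were also not run. Alternatives covered the definition of a model, matching, the number of models behind a call, exon subsets and distances; models on chromosome Y were left out in an alternative chosen after the data were seen.

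The event definitions, the decay rule and untranslated regions were checked on 30 toy cases on both strands, with 30 correct. The list test was tested on simulated lists of 20 genes drawn from all 9460: with no model added 13 of 400 lists fell below 0.05, with 1 model added per gene 250 of 400 and with 2 added 400 of 400. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.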

Results

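The series examined messenger RNA on ribosomes during neural differentiation of H9, an established human embryonic stem cell (ESC) line. ESC and neural progenitor cells (NPC) derived from them by dual-SMAD inhibition were separated into cytosol, monosome, light polyribosome (2 to 4 ribosomes) and heavy polyribosome (5 or more ribosomes) fractions. The 40 libraries comprised 16 long-read libraries, 2 in each of 8 groups, and 24 short-read libraries, 3 in each of 8 groups. The data analysed here are 1 catalogue of transcript models labelled as long-read, with exons and coding regions and no value per library; which libraries entered it is not given in the sources used here. ESC and NPC, or the fractions, are therefore not compared, the depth per library is unknown, and a gene without a model is not shown to be silent.

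The catalogue held 19972 transcript models of 9460 genes, built from 90269 distinct exons and 73516 distinct introns. DMKN, which encodes the epidermal protein dermokine, had the most models with 20. APTX, a DNA-strand-break repair gene, and TMEM218 followed with 17 each, then ZBTB8OS and ZSWIM7 with 16 and CERS4, a ceramide synthase gene, and HSD11B1L with 15. The pseudogene AMZ2P1, the unnamed gene ENSG00000258649 and MRPL55, a mitochondrial ribosomal protein gene, had 14 each. The models of MRPL55 with a coding region, 13 of the 14, shared 1 coding region, and the 12 coding models of TMEM218 also shared 1, whereas the 16 coding models of APTX held 6. Over all genes the mean was 2.11 ± 1.70 models (SD over genes, n = 9460), and 4731 genes (50.01%) had at least 2. Every model had at least 2 exons and its own chain of introns, so genes with a single exon, such as the stem cell gene SOX2, and alternative ends of 1 intron chain are not represented. Models had a median length of 1537 nt, with 1066 and 2142 nt at the 25th and 75th percentiles and 5877 nt at most, and a median of 6 exons.

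Both pluripotency and neural progenitor genes were found in the catalogue more often than other protein-coding genes. Of 25 pluripotency genes 20 had a model (80%, 95% Wilson interval 60.9 to 91.1%), among them POU5F1, NANOG, DNMT3B, LIN28B and ESRG, against 41.9% of the other 20033 protein-coding genes (Fisher's exact test, two-sided, adjusted p = 0.000383). ESRG is a long non-coding RNA gene and was counted in the list, although the comparison genes are protein-coding. Of 34 neural progenitor genes 21 had a model (61.8%, Fisher's exact test, adjusted p = 0.0356), including PAX6, OTX2, NES, FABP7 and EMX2, and of 17 neuron genes 12 did (70.6%, adjusted p = 0.0356), including DCX, TUBB3 and MAP2. Genes of the SMAD pathway, the target of the inhibitors, were present for 17 of 26 members (65.4%, Fisher's exact test, adjusted p = 0.0328). Mesoderm and endoderm markers were found less often than other genes: 3 of 19 (15.8%, Fisher's exact test, adjusted p = 0.0353), namely AFP, CXCR4 and PDGFRA. Markers of glia (3 of 9), neural crest (4 of 9) and fibroblasts (2 of 7) did not differ from other genes (adjusted p = 0.784, 1 and 0.784, Fisher's exact test). With at least 2 models required, the calls for pluripotency, neural progenitor, neuron, SMAD, and mesoderm and endoderm genes were lost, and neuron (11.8 against 21.4%) and SMAD genes (15.4 against 21.4%) lay below other genes.

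In the lists of the ribosome, of translation and of RNA processing most genes had a model, except among neural splicing regulators (12 of 25). Models were found for 78 of 80 ribosomal protein genes (Fisher's exact test, adjusted p = 6.06e-26), 42 of 46 translation factor genes (adjusted p = 2.5e-11), 17 of 20 cleavage and polyadenylation genes (adjusted p = 0.000363), 18 of 24 hnRNP genes (adjusted p = 0.00332) and 11 of 14 SR protein genes (adjusted p = 0.0243). They were also found for 25 of 32 translational regulators (exact test, adjusted p = 0.000156; lost when 2 models were required) and all 23 cytoskeleton and glycolysis genes (adjusted p = 1.29e-08). By contrast, 3 of 41 replication-dependent histone genes had a model; these genes have no introns in their usual transcripts, which by the composition of the catalogue leaves them out, so no test is given. Neural splicing regulators (12 of 25, exact test, adjusted p = 0.652), decay and exon junction factors (11 of 18, adjusted p = 0.189) and BAF chromatin remodelling subunits (16 of 28, adjusted p = 0.170) did not differ from other genes, although 42.9% of the BAF genes had at least 2 models against 21.4% of other genes (exact test, adjusted p = 0.0269). The splicing regulators with a model included PTBP1, PTBP2 and RBM4, and those without one included RBFOX2, NOVA1 and MBNL1.

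The hnRNP genes, whose products bind nascent RNA and regulate its splicing, had more models than other genes. HNRNPH1 had 9, PCBP2 8, HNRNPH3 7 and HNRNPF and HNRNPR 5 each, and 16 of the 18 detected members had at least 2. Their mean was 4.00 ± 2.22 models (SD over genes, n = 18), against a median of 2.22 and a central 95% of 1.56 to 3.22 in 10000 random lists matched on exon number (permutation of list membership, two-sided, adjusted p = 0.0304 over 19 lists). Pluripotency genes had a mean of 1.5 models against 2.15 in random lists (permutation p = 0.0426, adjusted p = 0.270), and ribosomal protein genes 1.85 against 2.24 (p = 0.0250, adjusted p = 0.237). Neither passed the adjustment, nor did the other 16 lists (adjusted p of 0.526 or more). The hnRNP call was lost when any 1 of 5 genes was left out: the adjusted p was 0.163 without HNRNPH1, 0.106 without PCBP2, 0.0988 without HNRNPH3, 0.0722 without HNRNPF and 0.0570 without HNRNPR (permutation). Without HNRNPH1 the mean was 3.71 models, and 3.24 was the upper end of the central 95% of random lists. A repeat with all 18 genes gave an adjusted p of 0.0190, and leaving out chromosome Y models gave 0.0494 (permutation). The adjusted p thus varied between sets of random lists. Crossings near the threshold, as without HNRNPR, therefore cannot be put down to the gene left out.

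**Figure D1:**
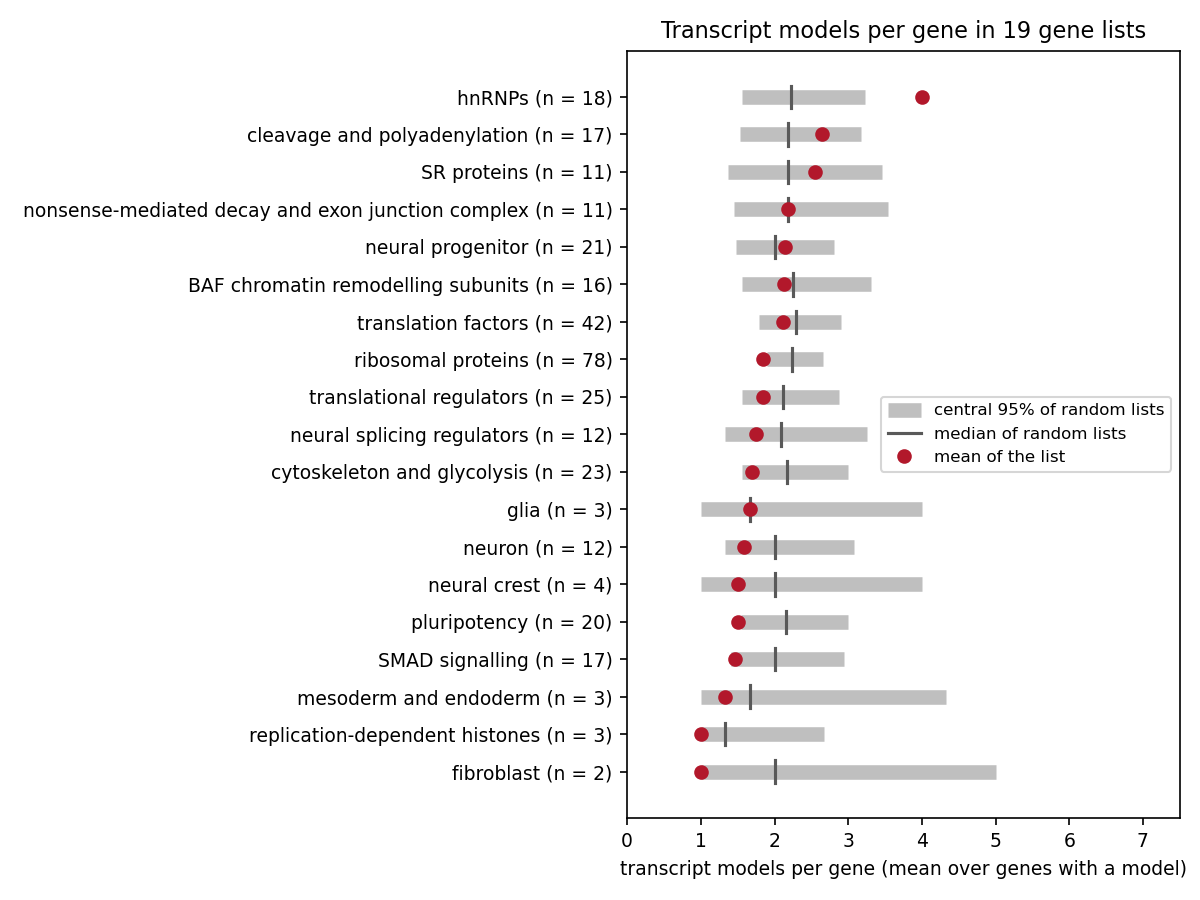
Mean number of transcript models per gene (x axis) in each of 19 gene lists, with n the genes of the list that have a model. Red points are list means, dark ticks the medians and grey bars the central 95% of 10000 random lists matched on exon number; the hnRNP mean of 4.00 lies above its bar, which ends at 3.22.

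Several regulators of cell identity had more than 1 form. PAX6, a paired-box transcription factor of neural and eye development on chromosome 11 from 31789935 to 31817945, had 9 models, the most of the neural progenitor list. A cassette exon of 42 nt in its coding region, from 31801871 to 31801912, was present in 4 models and skipped in 5, and the longest coding regions with and without it held 436 and 422 codons as deposited. OTX2, a homeobox gene of the anterior brain on chromosome 14 from 56800708 to 56810495, had 6 models with 3 coding regions of 289, 297 and 120 codons; the first 2 differed by a cassette exon of 152 or 176 nt, starting at 56804188, and the last lacked it. HES4, a Notch-responsive repressor, had 5 models with 4 coding regions, and the zinc finger gene ZBTB16 had 3 with 1 coding region. Among pluripotency genes ESRG, a long non-coding RNA, ZFP42 and ZSCAN10 had 3 models each, and LIN28B, a regulator of let-7 microRNA, had 2. MAP2, which encodes a neuronal microtubule-associated protein, had 6 models and SMAD5 had 4. Among the other cell types PAX3 led the neural crest list with 3 models, AFP the mesoderm and endoderm list with 2, and the fibroblast genes COL1A1 and THY1 had 1 each.

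**Figure D2:**
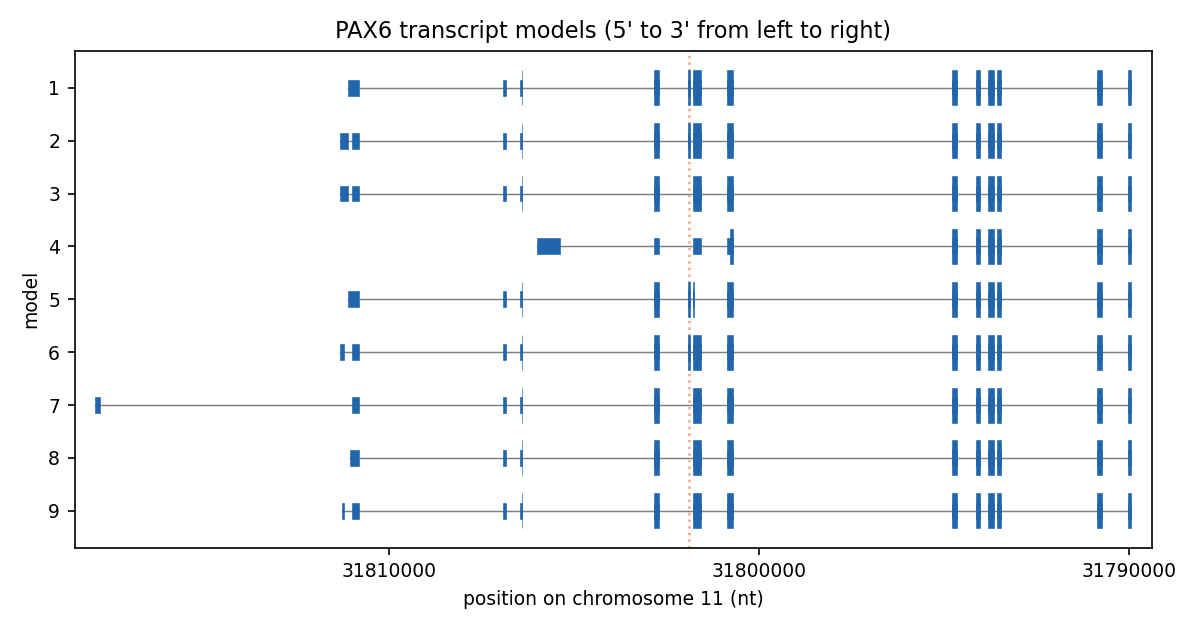
The 9 PAX6 transcript models on chromosome 11 (x axis, position in nt, reversed because the gene is on the minus strand; y axis, model number), drawn to scale with coding regions as tall boxes, untranslated regions as low boxes and introns as lines. The dotted line marks the cassette exon of 42 nt, present in 4 models; the coding regions end within 2 nt of the last base of the models, so 3' untranslated regions of PAX6 are not shown.

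Of the lists of RNA machinery genes only the hnRNPs passed the threshold against random lists, a call lost when any 1 of 5 genes was left out. No list was tested against another. In the other lists the genes with the most models were the following. FIP1L1, a cleavage and polyadenylation factor gene, had 9 models with 9 coding regions and 4 coding cassette exons of 27, 45, 69 and 108 nt. UPF3A, a decay factor gene, had 6 models, MAGOHB, an exon junction protein gene, 5, RNPS1 3 and MAGOH 2. RBM4 had 5 models, and KHDRBS1, PTBP1 and PTBP2 had 2 each. FXR1, a paralogue of the fragile X protein gene, and G3BP2, a stress granule protein gene, had 4 models each, and CAPRIN1 and the double-stranded RNA-activated kinase gene EIF2AK2 had 3. The most models in the remaining lists were 6 for the elongation factor gene EEF1D, the tropomyosin gene TPM1 and the BAF subunit gene BCL7B, 5 for the ribosomal protein gene RPS9 and the SR protein gene SRSF7, ahead of SRSF5 and TRA2B with 4 and SRSF2 with 3, and 1 for the histone gene H2AC6.

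Exon skipping was the most frequent difference between models of 1 gene. Among 4728 gene loci with at least 2 models, 2334 (49.4%, 95% Wilson interval 47.9 to 50.8%) held at least 1 of 3571 cassette exons. Alternative last exons (1520) were found in 1275 loci, alternative 5' splice sites (1778) in 1191, alternative 3' splice sites (1518) in 1103, alternative first exons (952) in 853 and retained introns (1268) in 820. In most events at least 1 form was present in a single model. With each form required in at least 2 models, 650 cassette exons, 243 alternative 5' and 218 alternative 3' splice sites, 148 retained introns, 163 first exons and 170 last exons were left. The 2265 genes with 2 models and the 1093 with 3 cannot meet this requirement, which fixes part of the drop beforehand. Each model has its own chain of introns, so a second model is another isoform and not a repeated observation.

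Cassette exons had a length divisible by 3 slightly more often than constitutive exons, with a larger difference among exons inside coding regions. In hnRNP genes the coding cassette exons of HNRNPA1 (156 nt), HNRNPA2B1 (36 nt), HNRNPD (57 and 147 nt) and PCBP2 (39, 42 and 93 nt) were divisible by 3. So were those of HNRNPA3 and HNRNPAB (141 nt each), HNRNPDL (171 nt), HNRNPR (114 nt) and RALY (48 nt), and those of PAX6 and FIP1L1. Not divisible by 3 were coding cassette exons of HNRNPH1 (50 and 139 nt), HNRNPH3 (139 nt) and HNRNPLL (119 nt). Over all genes 1441 of 3571 cassette exons (40.4%, 95% Wilson interval 38.8 to 42.0%) were divisible by 3, against 8912 of 23350 constitutive internal exons (38.2%, 37.5 to 38.8%; Fisher's exact test, two-sided, p = 0.0127). For exons inside the coding region of at least 1 model that holds them the shares were 45.3% (914 of 2019) and 38.5% (8302 of 21577; exact test, p = 3.17e-09). Of the 2019 cassette exons, 1798 were inside it in each model that holds them, and 828 of these (46.1%) were divisible by 3. Of the other 1552 cassette exons, 527 (34.0%) were divisible by 3. With inclusion and skipping each required in at least 2 models the share was 40.6% of 650 and the difference did not pass the threshold (exact test, p = 0.205). Inside or outside was judged from the coding regions of models that hold the exon. A moved start or stop can therefore put an exon outside, as for TRA2A (79 nt) and SRSF7 (449 nt), not divisible by 3. The same held for TRA2B (276 nt) and SRSF3 (456 nt), divisible by 3. Each of these lay between start and stop of the model without it. How far this placing adds to the larger difference inside coding regions was not tested.

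Cassette and constitutive exons were of similar median length, 110 and 111 nt (permutation test, two-sided, 100000 resamples, p = 0.568; 95% bootstrap interval of the difference -4 to 1 nt). Among exons of at most 300 nt the medians were 107 and 110 nt (permutation test, p = 0.00887). Microexons, of at most 27 nt, made up 45 of the cassette exons (1.26%) and 90 of the constitutive exons (0.385%), an odds ratio of 3.30 (Fisher's exact test, p = 1.74e-09). The shortest were an exon of 10 nt in USE1, which encodes a SNARE protein of the Golgi and endoplasmic reticulum (chromosome 19, 17217453 to 17217462, in 4 models and skipped in 2), and exons of 12 nt in ESPN, the SNARE gene STX16, the ubiquitin hydrolase genes UCHL1 and UCHL3, and the retromer gene VPS29. CHCHD3 had a microexon of 15 nt, LRRC28 and PDLIM7 had 1 of 17 nt each in a 5' untranslated region, and ANXA6 had 1 of 18 nt. Of the cassette microexons 57.8% were divisible by 3, against 40.1% of longer cassette exons (Fisher's exact test, p = 0.0211). The microexon comparisons were chosen after the data were seen.

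Most variation reached the coding region. Of 4072 genes with at least 2 coding models, 637 (15.6%, 95% Wilson interval 14.6 to 16.8%) had a single coding region, 1825 (44.8%) had at least 2 start positions and 1693 (41.6%) at least 2 stop positions. Leaving out coding regions within 2 nt of either end of the model gave 1729 (44.3%) and 1525 (39.1%) of 3900 genes. A coding region was given for 17247 models (86.4%), with a median of 855 nt. Of these, 541 (3.14%, 2.89 to 3.41%) in 430 genes ended more than 50 nt upstream of the last exon junction, the rule used here to call a candidate for nonsense-mediated decay. MMAB, a cobalamin adenosyltransferase gene, had 4 candidates among 7 models, as had the non-coding RNA gene MIR205HG among 5 and the pseudogene TMEM198B among 6. ANTKMT, CDK10, FAM120AOS, NT5C, NUTM2A-AS1, the protein disulfide isomerase gene PDIA5 and PTOV1 had 3 each. In PDIA5 the 3 candidates encoded 263, 263 and 349 codons and the remaining model 520. The call is a rule on the models and not a measurement of decay. It uses the coding regions as deposited, and whether their starts are used in the cells was not tested.

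SR protein genes, which encode splicing activators, carried candidates more often than other genes. SRSF1, SRSF2, SRSF3, SRSF7 and SRSF8 had at least 1, or 5 of 11 detected genes (45.5%, 95% Wilson interval 21.3 to 72.0%) against 4.96% of 8568 other coding genes (random lists matched on coding models, permutation, adjusted p = 0.0133 over 19 lists; Fisher's exact test, adjusted p = 0.00211). In SRSF3 a cassette exon of 456 nt on chromosome 6, 36599821 to 36600276, held the end of the coding region, which had 125 codons against 165 without the exon. In SRSF7 a cassette exon of 449 nt on chromosome 2, 38748898 to 38749346, went with 138 codons against 239 for the model without it. In SRSF1 the candidate held 202 codons against 249, with its stop 824 nt upstream of the last junction. In SRSF2 the 3 models shared a coding region of 210 codons, and the candidates differed by introns in the 3' untranslated region and a cassette exon of 104 nt there. The only model of SRSF8 had a coding region of 35 codons, and with only candidates that share a start with another coding model counted, 4 genes were left (permutation, adjusted p = 0.0608). Of the 3 histone genes with a model H2AC6 and H4C8 had candidates, neither with another model to compare. A histone gene enters the catalogue only through an added intron, which in H2AC6 lies behind the stop, so entry largely fixes the call and the histone list is not counted as a result; adjusted over the other 18 lists, SR proteins had p = 0.0180 (permutation). Other list genes with candidates included RPS9, HNRNPA1 and HNRNPDL, ACTG1 and PKM, EIF4A2, KHDRBS1, MAGOHB and COL1A1; no list besides SR proteins and histones passed (adjusted p of 0.347 or more). This comparison of lists was chosen after the data were seen. The only COL1A1 model, of 51 exons and 4739 nt, had a coding region of 262 codons. It lay between 953 nt upstream and 3000 nt downstream. COL1A1 has no other model to compare, so whether the caller picked another start there was not tested.

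**Figure D3:**
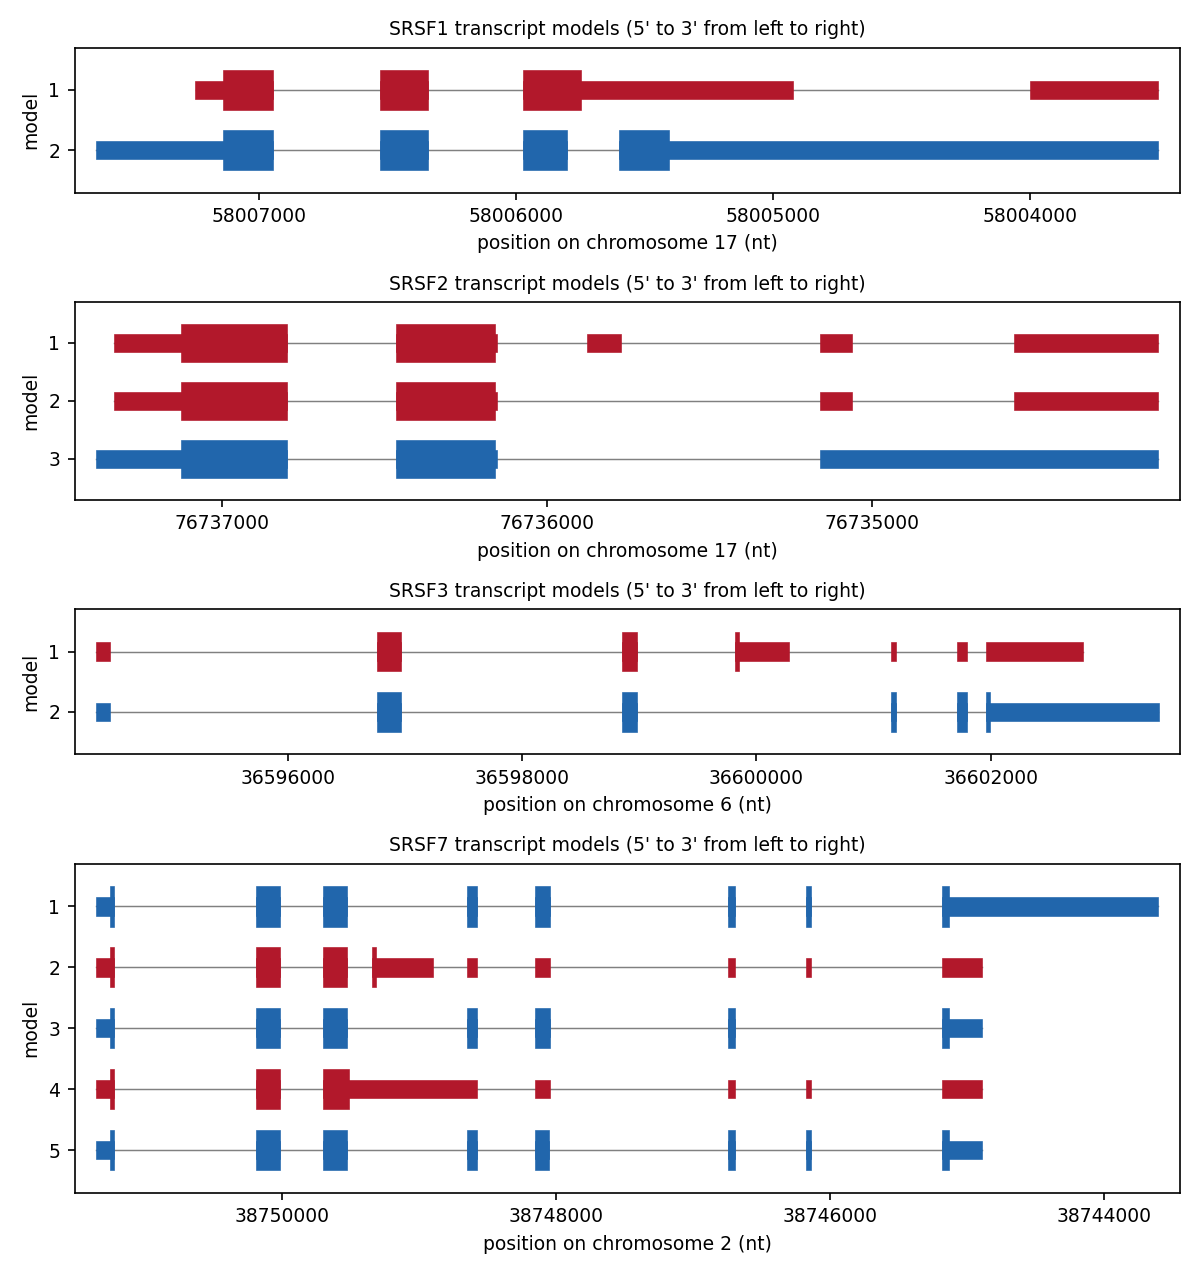
Transcript models of SRSF1, SRSF2, SRSF3 and SRSF7 (x axis, position in nt; y axis, model number), to scale and 5' to 3' from left to right. Coding regions are tall boxes, untranslated regions low boxes and introns lines; models in red are candidates for nonsense-mediated decay (1, 2, 1 and 2 models) and those in blue are not.

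Most pairs of models that differed by 1 cassette exon divisible by 3 had the same start and stop of the coding region. Pairs were counted when the exon lay, by position, between the start and stop of the model without it, wherever it lay in the model with it. This comparison was chosen after the data were seen and gave 2175 pairs in 1383 genes. Of 1210 pairs with an exon divisible by 3, 1001 (82.7%, 95% Wilson interval 80.5 to 84.8%) kept start and stop, as in PTBP1 (78 nt, 528 and 502 codons with and without the exon) and FXR1 (81 nt, 649 and 622 codons). In the 965 pairs with another length start and stop cannot both be kept. There the start position moved in 405 (42.0%, 38.9 to 45.1%), as in TRA2A, EIF4A2 and CDK10, the stop alone moved with neither model a candidate in 389 (40.3%), as in HNRNPH1 and RPS24, and with at least 1 of the 2 models a candidate in 108 (11.2%, 9.35 to 13.3%), as in SRSF7, where it is the model with the exon, and PDIA5. In 63 (6.53%) the model with the exon had no coding region. Among the 209 pairs with an exon divisible by 3 whose coding region changed, the start moved in 119 (56.9%, 50.2 to 63.5%), the stop alone moved with neither model a candidate in 43, the model with the exon had no coding region in 20, and the stop alone moved with at least 1 candidate in 27, which is 12.9% of the changed pairs and 2.23% (1.54 to 3.23%) of all 1210. Pairs with a moved start were not split by candidates. The start is that given by the coding-region caller, and whether it is used in the cells was not tested. In TRA2A the coding region had 182 codons with the exon and 283 without. Whether the start of the model without the exon would give a candidate was not tested, so the candidate shares could be too low. Counted over exons, 13.1% of 1105 coding cassette exons not divisible by 3 had a candidate among the models that include or skip them, against 5.80% of 914 divisible by 3 (Fisher's exact test, two-sided, odds ratio 2.45, p = 2.06e-08), also a comparison chosen after the data were seen. Exons placed outside the called coding region, such as that of SRSF7, are not in the exon counts. Pairs of 1 gene are not independent, and no test was made of the shares of pairs.

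**Figure D4:**
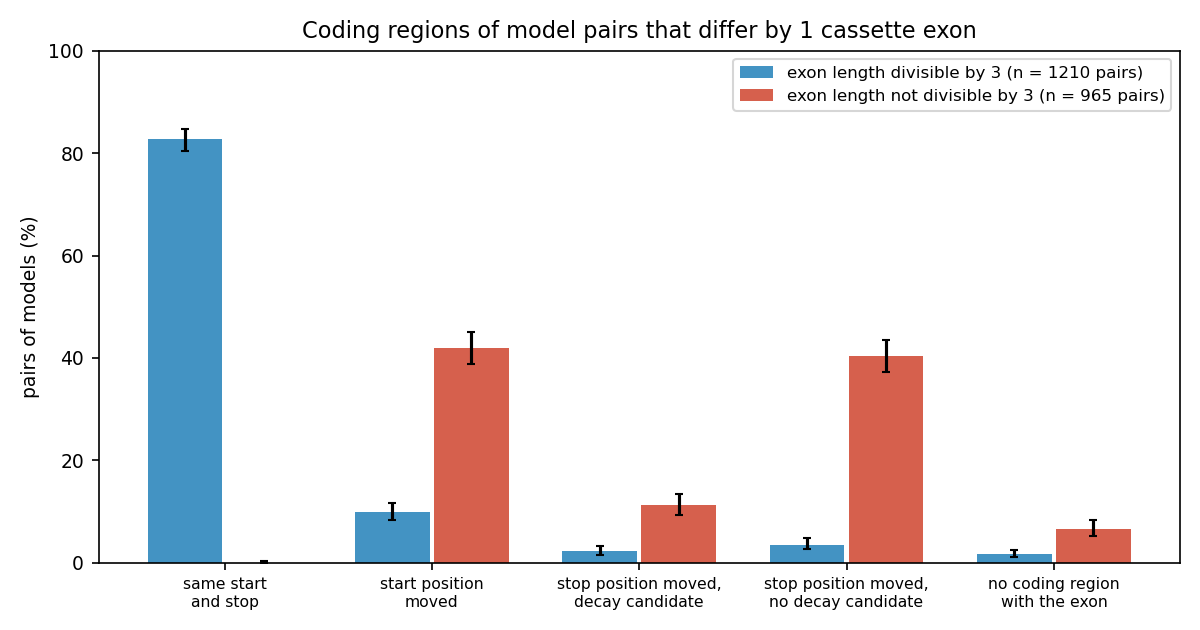
Share of model pairs (y axis, percent) by how the deposited coding regions compared (x axis) when the 2 models differed by 1 cassette exon. Pairs with an exon divisible by 3 are blue (1210 pairs) and those with another length red (965 pairs). Error bars are 95% Wilson intervals, and a decay candidate is at least 1 of the 2 models. Start and stop were both kept in 82.7% of the blue pairs, which the red pairs cannot do by their length.

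Genes also differed in the 3' untranslated region behind a single stop position. Of 3228 genes with at least 2 coding models that share a stop, 621 (19.2%, 95% Wilson interval 17.9 to 20.6%) had 3' untranslated regions at least 100 nt apart, with a median difference of 551 nt, and 473 at least 250 nt apart. In 485 of the 621 only the 3' end differed and in 69 only introns did. APH1B, a gamma-secretase subunit gene, had regions of 133 and 3345 nt, PLEKHB2 117 and 3074 nt and LANCL1 382 and 3235 nt, all by the 3' end. In SOD2, the gene of mitochondrial superoxide dismutase, regions of 197 and 3375 nt had 3' ends 3 nt apart, and the shorter one held an intron. The same held for DUSP3 (685 and 3482 nt), LRATD2 (1159 and 3920 nt), the amino acid transaminase gene BCAT1 (440 and 3188 nt) and ENSG00000289527 (531 and 3266 nt), with ends at most 1 nt apart, and DCAF7 (129 and 3233 nt) differed in both. Each model has its own chain of introns, so different 3' ends of 1 intron chain are not in the catalogue and not in these counts. No test applies to the counts, and genome sequence at the ends was not used here.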

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

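The alternatives without chromosome Y models, with 1 model pair per gene, with constitutive exons spanned by at least 2 models, with both untranslated regions of at least 3 nt, with RefSeq protein-coding genes only, and those of decay candidates by list were chosen after the data were seen. Of 52 values from alternatives fixed beforehand 32 kept direction and call, and of 97 from added ones 93. A value of 0 in either setting was counted as kept where the call did not change. With a shared start required, the excess in decay candidates went from 48.6 points to 0 for fibroblast genes. It went from -1.52 to 0 for mesoderm and endoderm genes. Without matching, models per gene against random lists went from 0 to -0.333 for glia and to 0.0909 for decay and exon junction genes. Using multi-exon models only or distinct intron chains changes nothing by construction and is not counted. The same holds for merging near first or last exons for the other 4 event types. Histone genes in presence and in decay candidates are also not counted, because the composition of the catalogue largely fixes the outcome. With at least 2 models required, list minus other genes in presence was 6.58 percentage points for pluripotency, 2.11 for neural progenitor, 12.97 for translational regulators and -16.2 for mesoderm and endoderm (calls lost), -9.67 for neuron and -6.05 for SMAD genes (calls lost, sign changed), 0.798 for glia and -10.3 for neural crest (sign changed, no call), and 21.5 for BAF subunits (call gained). Without matching, models per gene turned to 0.0238 above random lists for translation factors and 0.0625 for BAF subunits, neither called. Genes with 2 or 3 models cannot hold each form of an event in at least 2 models. With this required, events fell to 650 cassette exons, 243 and 218 alternative 5' and 3' sites, 148 retained introns, 163 first and 170 last exons. The excess of cassette exons with a length divisible by 3 was then 2.45 points and no longer called. Exons of at most 300 nt gave a called difference in median length of -3 nt. Decay candidates were 3.73% in genes with at least 2 coding models and 2.44% in RefSeq protein-coding genes. With both untranslated regions of at least 3 nt, 39.1% of genes had at least 2 stop positions. With a shared start required, the list excess was 30.5 points for SR proteins (call lost), 0 for histones (call lost) and 0.321 for ribosomal proteins (sign changed, no call); histones by Fisher's exact test gave 61.7 (call lost). The causes were not tested. No paired analysis was possible because the models carry no value per library. Alternatives for structural categories, longest reading frames, annotated cassette exons, polyadenylation signals and differential expression were not run. Depth is unknown and limits which isoforms could be seen.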

Other observations

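Host genes of small nucleolar RNAs, whose introns carry those RNAs, were among the gene families with many models. The families given here were chosen after models per gene had been seen, so the values describe them without a test. The 23 host genes with a model had a mean of 3.91 ± 2.19 models (SD over genes), where the central 95% of matched random lists was 1.48 to 2.74, led by SNHG17 with 9. Mitochondrial ribosomal protein genes (77) had 2.7 ± 2.08 models, with 1.75 to 2.47 in random lists, led by MRPL55 with 14. Methyltransferase-like genes (20) had 3.60 ± 2.64, with 1.55 to 3.1 in random lists, led by METTL23 and METTL26 with 9 each. Zinc finger genes (268) had 1.88 ± 1.39, with 1.85 to 2.21 in random lists, and complex I genes (46) 2.28 ± 1.38, with 1.65 to 2.57.

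Coding regions were also given to models of non-coding genes. Of 1109 models of RefSeq long non-coding RNA genes 226 (20.4%, 95% Wilson interval 18.1 to 22.8%) had one, with a median of 110 codons against 292 in protein-coding genes, and of 274 pseudogene models 161 (58.8%) did. Among coding models, 23.5% of the long non-coding RNA models and 28.0% of the pseudogene models met the decay rule, against 2.44% in protein-coding genes. All 8 coding models of the pseudogene AMZ2P1 met it.

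The tests in the rest of this part were chosen after the results were seen. SR protein genes with a decay candidate model were 5 of 11. Of these, 4 (SRSF1, SRSF2, SRSF3 and SRSF7) also have a coding model that is no candidate, and in all 4 a candidate begins at the start position of such a model, which argues against another start picked by the coding-region caller in these genes. Sharing is common: over all genes 344 of 413 candidates with such a model in their gene (83.3%) share a start with one. In SRSF2 it follows from the 1 coding region of its 3 models. Whether the shared start is the one used in the cells was not tested. With candidates counted only where they share a start, the SR list did not pass the threshold (permutation, adjusted p = 0.0608). Its excess over random lists was then 30.5 percentage points, against 38.2 with all candidates counted. For SRSF8, 1 of the 5, there is no coding model to compare, so another start picked by the caller stays open. mRNA abundance was not measured here and stays open, and no biological explanation was tested.

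In TRA2B, an SR protein gene with no decay candidate, an exon of 276 nt on chromosome 3 from 185931577 to 185931852 went with a moved start position. The coding region had 289 codons without the exon and 189 with it, where 730 nt lay upstream of the start. Whether that start is used in the cells, or the other start would give a candidate, was not tested. In TRA2A, also without a candidate, an exon of 79 nt went with a moved start. Its coding region had 182 codons with the exon and 283 without. The check of starts in SR protein genes covers only genes with a candidate, so the count of 5 of 11 could be too low.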
